# Longitudinal transcriptomic analysis of the hyperoxia-exposed preterm rabbit as a model of BPD

**DOI:** 10.3389/fped.2025.1567091

**Published:** 2025-04-25

**Authors:** Carlotta Boggi, Nicola Casiraghi, Xabier Murgia, Silvia Parolo, Enrica Scalera, Giorgio Aquila, Chiara Catozzi, Fabrizio Salomone, Francesca Stretti, Ilaria Minato, Francesca Ravanetti, Luisa Ragionieri, Roberta Ciccimarra, Matteo Zoboli, Gino Villetti, Barbara Montanini, Francesca Ricci, Matteo Storti

**Keywords:** bronchopulmonary dysplasia, preterm rabbits, transcriptomics, hyperoxia, inflammation

## Abstract

Bronchopulmonary dysplasia (BPD) is a multifactorial chronic lung disease of premature neonates. BPD development depends on prenatal and postnatal factors that induce inflammation, altering alveolar growth and pulmonary vascular development. Animal models are essential to investigate the precise molecular pathways leading to BPD. The preterm rabbit combines many advantages of small (e.g., rodents) and large BPD models (e.g., preterm lambs and baboons). Preterm rabbits display mild-to-moderate respiratory distress at delivery, which, along with continuous exposure to hyperoxia (95% O_2_), leads to functional and morphological lung changes resembling a BPD-like phenotype. Nevertheless, the molecular pathways leading to the BPD-like phenotype remain poorly understood. Here, we aimed to characterize the longitudinal gene expression in the lungs of preterm rabbits exposed to 95% O_2_, on postnatal days 3, 5, and 7. Histological analyses confirmed extensive lung injury and reduced lung development after 7 days of hyperoxia. Longitudinal transcriptomic analysis revealed different expression patterns for several genes and pathways. Over time, extracellular matrix organization and angiogenesis were increasingly downregulated. Apoptosis, RNA processing, and inflammation showed the opposite trend. We also investigated the expression of representative genes of these pathways, whose signatures could aid in developing pharmacological treatments in the context of BPD.

## 1 Introduction

Bronchopulmonary dysplasia (BPD) is a chronic lung disease affecting premature neonates characterized by inflammation, alveolar simplification, and abnormal pulmonary vasculature (1, 2). The incidence of BPD increases with decreasing gestational age, currently affecting approximately 50% of extremely premature neonates (i.e., born before 28 weeks of gestation) (2, 3). Extremely premature babies display surfactant deficiency and underdeveloped lungs at delivery, which leads to life-threatening respiratory distress soon after birth. Surfactant replacement, oxygen therapy, and ventilation are life-saving treatments for these babies (4). However, long-term exposure to ventilation and supplemental oxygen induces inflammation and oxidant stress, damaging the fragile lungs of premature neonates and increasing the risk of developing BPD (5, 6).

BPD treatment remains an unmet clinical need without an approved treatment (3). Systemic corticosteroids can reduce inflammation and improve lung function, but their use remains controversial due to potential risks, including neurodevelopmental impairment, increased susceptibility to infections, hypertension, and growth delays (7). To minimize systemic side effects, alternative delivery methods, such as inhaled corticosteroids or corticosteroid-surfactant combinations, have been explored (8, 9). However, the recent PLUSS trial failed to demonstrate a significant benefit of budesonide mixed with surfactant in infants born before 28 weeks of gestation (10). While promising BPD therapies, such as extracellular vesicles and growth factors (11, 12), are currently under clinical development, there is a critical need for novel strategies targeting the biological mechanisms driving BPD.

The molecular pathways leading to BPD remain unclear, partly due to the inherent limitation of collecting lung samples from premature neonates with evolving BPD. Consequently, most of the current knowledge on the molecular pathways of the disease derives from *in vivo* studies (13–17). The preterm rabbit model has several advantages. Rabbits are cost-effective, have a large litter size, a relatively short gestation, and display comparable lung development to humans (16, 18, 19). Moreover, rabbits delivered prematurely on the 28th day of gestation, within the saccular phase (16, 20), display mild to moderate respiratory distress, thus mimicking the clinical course of human BPD (19). Adding hyperoxia on top of premature birth results in reduced alveolar development, as evidenced by significant lung function deficits (21, 22). Notably, the 28-day gestation preterm rabbit model exposed to hyperoxia has been utilized in several pharmacological studies in the context of BPD (23–25). These studies used lung function and histological parameters as the main efficacy outcomes. Although useful in assessing drug efficacy, functional and histological outcomes reflect the overall lung status after the hyperoxic injury but provide limited information regarding the molecular changes leading to the BPD-like phenotype.

“Omics” technologies are powerful tools that enable the identification of molecular pathways and the discovery of new biomarkers and drug targets (26). Recently, transcriptomic analyses have identified dysregulated genes and pathways involved in the pathophysiology of BPD (27–29), including two studies in preterm rabbits (30, 31). Salaets et al. (30) conducted a transcriptome study of the preterm rabbit lungs exposed to 95% O_2_. Inflammation, vasculogenesis, and reactive oxygen species metabolism were the main pathways dysregulated by hyperoxia at day 7. This study has merit, as it first applied transcriptomics in preterm rabbits. However, the transcriptome analysis was performed after a 7-day hyperoxia exposure and did not capture the evolving molecular changes induced by the hyperoxic insult.

We have recently performed a time-resolved transcriptomic profiling of the rabbit's normal lung development, which also investigated the impact of premature birth (31). Premature birth alone, without hyperoxia, caused persistent upregulation of TNF-responsive, NF-κB regulated genes and dysregulated relevant pathways for normal lung development, such as blood vessel morphogenesis and epithelial-mesenchymal transition. Applying a similar approach, we aimed to characterize the longitudinal molecular changes induced by hyperoxia in the lungs of preterm rabbits. For this purpose, we first conducted a histopathological characterization of the preterm rabbit lungs exposed to normoxia (21% O_2_) or hyperoxia (95% O_2_), followed by the sequential transcriptomic analyses of the lungs at postnatal days 3, 5, and 7. The ultimate goal of this research is to gain molecular insights into hyperoxia-induced lung injury to identify new targets and, eventually, new therapies in the context of BPD.

## 2 Materials and methods

### 2.1 *In vivo* protocol and tissue collection

All animal experiments were approved by the intramural Animal Welfare Body (n°744/2017-PR) and met the Italian Ministry of Health and the standard European regulations of animal research.

Pregnant New Zealand white rabbits were provided by Charles River (Domaine des Oncins, France) and maintained in Chiesi's research facility with food and water *ad libitum* until delivery. Preterm rabbit pups were extracted on the 28th day of gestation (term 31 days). At this gestational age, preterm rabbits are morphologically similar to human premature infants at 26–30 weeks gestation (16).

Does (3.8 ± 0.3 kg of body weight) were initially sedated with intramuscular (i.m.) medetomidine 2 mg/kg (Domitor®, Orion Pharma, Finland). Ten minutes later, the animals received 25 mg/kg of ketamine (Imalgene®, Merial, France) and 5 mg/kg of xylazine (Rompun®, Bayer, Germany) i.m. When adequate sedation was reached, does were placed in the supine position, shaved on the abdomen, and euthanized with an overdose of 100 mg/kg of pentothal sodium (50 mg/kg MSD Animal Health, USA). Pups were then extracted through hysterectomy. After one hour, surviving pups were weighed and placed into incubators (Okolab, Naples, Italy) under normoxia (21% O_2_) or hyperoxia (95%) conditions for up to 7 days. Animal care and feeding protocols have been described in detail elsewhere (19, 24). Before lung harvesting, pups were euthanized with an intraperitoneal (i.p.) pentothal sodium overdose.

Lung samples (*n* = 3 per time point) were collected from preterm pups exposed to 95% O_2_ hyperoxia (H) and normoxia (N, room air) at three different time points (T): postnatal days 3 (HT3 and NT3), 5 (HT5 and NT5), and 7 (HT7 and NT7) (Figure 1). The lungs were surgically dissected to prevent interaction with the surroundings, weighed, and carefully divided into the right and left lungs, which were respectively dedicated to transcriptomic or histological analyses.

**Figure 1:**
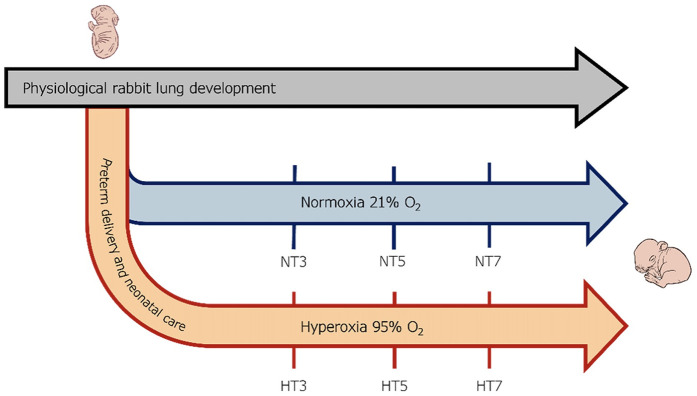
Scheme of the experimental design. Preterm rabbits were delivered through C-section on the 28th day of gestation and either maintained under normoxia (21% Oxygen) or hyperoxia (95% oxygen) for seven days. Lung samples were collected from preterm pups exposed to 95% O2 hyperoxia **(H)** and normoxia (N, room air) at three different time points **(T)**: postnatal days 3 (HT3 and NT3), 5 (HT5 and NT5), and 7 (HT7 and NT7).

Lung function data (inspiratory capacity, elastance, resistance, and compliance of the respiratory system) (23) were obtained at 7 days with the flexiVent™ apparatus (SCIREQ, Montréal, Canada). These experiments were conducted using a different set of animals to avoid any potential gene expression alteration associated with lung function testing.

### 2.2 Lung tissue histomorphometry

The Lung sections of 5 µm were obtained from the left lungs of preterm rabbits, stained with hematoxylin-eosin, as previously described (31), and digitally acquired as whole slide images (WSI) by a digital slide scanner (Nanozoomer S-60, Hamamatsu, Japan). The Radial alveolar count (RAC) was determined by dropping a perpendicular line from the center of a respiratory bronchiole to the edge of the septum or pleura and counting the number of alveoli traversed by this line (32). A researcher blinded to the experimental design determined the acute lung injury (ALI) score. It was calculated considering at least 20 random high-power fields (400X total magnification). Fields consisting predominately of the lumen of large airways or vessels were rejected. To generate the ALI, the sum of five histological findings (neutrophils in the alveolar space, neutrophils in the interstitial space, hyaline membranes, proteinaceous debris in the airspace, and alveolar septal thickening) was used, according to the American Thorax Committee (33).

Medial thickness (MT%) was assessed by selecting ten random peripheric muscularized vessels with an external diameter (ED) of at least 100 μm, corresponding to the pre- and intra-acinar arteries in rabbits (34). Their ED and internal diameter (ID) along the shortest axis of the vessel were measured (40X magnification), and MT% was calculated by applying the following formula (Equation 1) (34):

(1) $$MT\text{\%}=\frac{\left(ED-ID\right)}{ED\;\times \;100}$$

This proportional parameter neutralizes the effects of tissue shrinkage, vasoconstriction, and vasodilation.

### 2.3 Transcriptomic profiling: mRNA purification, library preparation, and sequencing

Immediately after removal, the right lungs were transferred to RNA later solution (Sigma Aldrich, USA) at −20°C until RNA extraction. Samples were homogenized in Qiazol® Lysis Reagent, and mRNA was extracted with the miRNeasy Mini Kit protocol (QIAGEN, Germany) using an automated method (QIAcube; QIAGEN, Germany). DNase I treatment was added according to the manufacturer's instructions to remove genomic DNA contamination. The RNA concentration and quality were measured using the Qubit 4 fluorometer (ThermoFisher, USA). The RNA integrity number was assessed using the Bioanalyzer RNA 6,000 Nano Kit analysis (Agilent, USA). The Truseq Stranded mRNA Library kit (Illumina) was used to build high-throughput RNA sequencing libraries. Then, they were sequenced with an Illumina NovaSeq 6,000 platform (Illumina, USA), allowing each sample to generate at least 20 million reads/sample (100 × 2 pb PE). 96% of the reads were mapped to the rabbit genome.

### 2.4 Bioinformatic analysis

Tables Differential expression analysis was performed using the DESeq2 R package, starting from the raw count matrix. Data are deposited at the Gene Expression Omnibus (GEO) repository under the accession number GSE284417. The generated dataset is provided as Supplementary Material (Supplementary File S1) The data were transformed using the variance stabilizing transformation (DESeq2:vst function), and contrasts were tested between hyperoxia and normoxia groups at each matched time point (HT3 vs. NT3, HT5 vs. NT5, and HT7 vs. NT7) using the Wald method. The resulting *p*-values were adjusted for multiple hypothesis testing using the Benjamini-Hochberg (BH) correction. Genes were considered differentially expressed (DEGs) if the BH-corrected *p*-value was <0.01 and the log2 fold change (log2FC) was >2 (upregulated) or <−2 (downregulated).

Gene Set Enrichment Analysis (GSEA) was performed using differentially expressed genes for each time point (day 3, 5, and 7) between hyperoxia and normoxia. Genes were ranked based on the metrics (Equation 2):

(2) $$m=\mathrm{sign}(\log2\mathrm{FC})\cdot \;-\log_{10}\;(\;p\;\mathrm{value})$$

Where log2FC and *p*-value were obtained from the DESeq2 Wald test, resulting in upregulated genes at the top and downregulated genes at the bottom of the ranked list. For each contrast, GSEA was conducted using the corresponding ranked gene list as input (R package clusterProfiler, function gseGO), with the GO Biological Process ontology. Only enriched GO terms with a BH-corrected *p*-value < 0.05 were retained. The final list of enriched GO terms was manually inspected, and similar BPD-relevant GO terms were grouped into “classes” and manually annotated.

For each gene of interest (MMP11, COL23A1, ACE, FGF1, VEGFD, SERPINE1, MDM2, RPP25, PTGS2, EDA2R, CCL2, CCL7, and IL1R2), a multiple linear regression model was fitted to vst-transformed expression data across three time points (day 3, 5, and 7, encoded as a continuous variable) to assess temporal changes in expression and to quantify the interaction between hyperoxia and normoxia conditions (Equation 3).

(3) $$\begin{array}{c} \mathrm{gen}e_{\mathrm{expression}}=\;\beta_{0}+\;\beta_{1}\;\cdot \mathrm{ime}+\;\beta_{2}\;\cdot \mathrm{condition}+\;\beta_{3}\;\cdot \mathrm{time}\;\cdot \mathrm{condition}\\ \mathrm{condition}=\;\{\begin{array}{c} 1\;\;\mathrm{Hyperoxia}\\ 0\;\mathrm{Normoxia} \end{array} \end{array}$$

The model included time and condition as independent variables, allowing for analyzing expression trends over time and identifying condition-specific effects on gene expression. Each model was evaluated based on the R2 statistics and the *p*-value of the β_3_ coefficient (the interaction term of the linear model).

### 2.5 Statistical analysis

GraphPad Prism software (GraphPad Prism 8.4.3, San Diego, CA, USA) was used for statistical analysis. All data are presented as the mean ± standard deviation. For RAC and ALI, data are expressed as mean ± SEM and were analyzed with one-way ANOVA corrected for multiple comparisons; **p < 0.01 and ***p < 0.001, ****p < 0.0001 for the hyperoxia vs. normoxia comparison. For the lung function parameters, comparisons between groups were performed using the unpaired, two-sided t-test. *p < 0.01; **p < 0.001; and ****p < 0.0001.

## 3 Results

### 3.1 Histological and lung function parameters

Hyperoxia exposure caused significant morphologic and structural changes compared to normoxia (Figure 2a). Hyperoxia exposure did not impact the lung parenchyma after three days, although a more rudimentary structure was identified at this time point. In normoxia samples, the RAC parameter indicates increased complexity with the formation of alveoli and subdivision of sacculi from day 3 to day 7, reflecting parenchymal maturation. In contrast, the airspaces become more rounded and less complex at these time points in pups exposed to hyperoxia. Indeed, hyperoxic pups showed larger and simplified alveoli and thicker septation than pups kept in normoxia, with increased inflammation and alveolar debris (Figure 2a). These data were confirmed by the ALI score, which remained stable in normoxic lung samples, while it rose stepwise in hyperoxic ones, reaching statistical significance at day 7.

**Figure 2:**
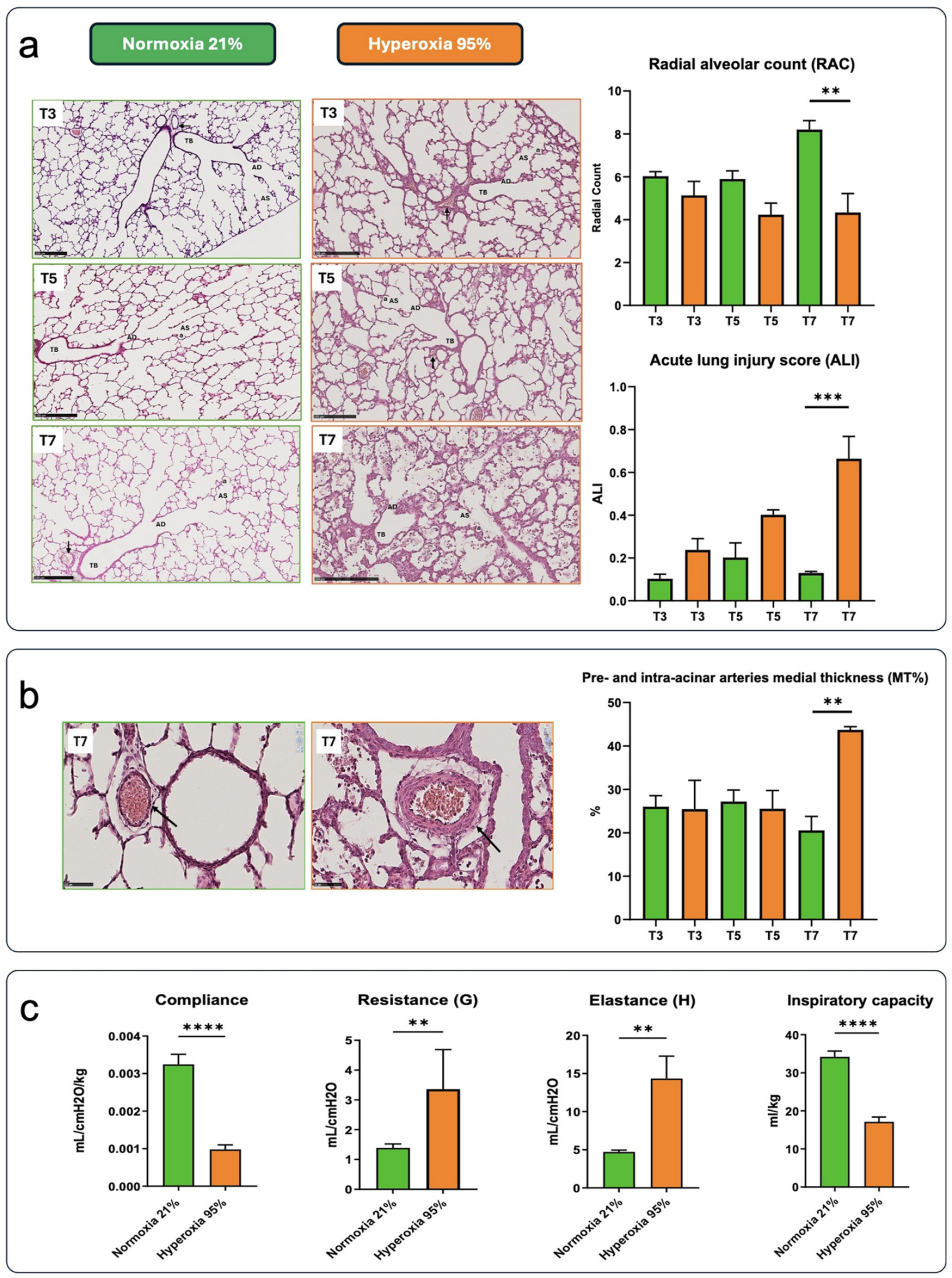
**(a)** The images depict hematoxylin-eosin (H&E)-stained lung slides, along with outcomes related to radial alveolar count (RAC) and acute lung inflammatory scores (ALI) from preterm rabbit pups delivered by C-section on day 28 of gestation and either kept in normoxia (green) or hyperoxia (orange) for 7 days (scale bar = 250 μm) (*n* = 3). Samples were obtained on postnatal days 3 [time (T) 3], 5 (T5), and 7 (T7). Terminal bronchiole (TB), alveolar ducts (AD), alveolar sacs (AS), alveoli (a), pre-acinar arteries (black arrows). **(b)** Representative images of lung peripheral arteries stained with H&E from preterm rabbit pups delivered by c-section on day 28 of gestation and kept in normoxia (left) or hyperoxia (right) for 7 days (scale bar = 50 μm). Histological sections showed thickening of tunica media in the hyperoxia group (red arrowhead, scale bar = 50 μm). Black arrows indicate the pre- and intra-acinar arteries. The percentage medial thickness of lung peripheral arteries (MT%) is shown in the graph. Data are expressed as mean ± SEM and were analyzed with one-way ANOVA corrected for multiple comparisons; **p < 0.01 and ***p < 0.001, ****p < 0.0001 for the hyperoxia vs. normoxia comparison. **(c)** Lung function parameters in rabbit pups delivered by c-section on day 28 of gestation and kept in normoxia or hyperoxia for 7 days (*n* = 6 in each group). Comparisons between groups were performed using the unpaired, two-sided *t*-test. *p < 0.01; **p < 0.001; and ****p < 0.0001.

Hyperoxia exposure also impacted peripheral arterial structure, leading to increased tunica media thickness. By day 7, the hyperoxia group exhibited a significantly thicker tunica media compared to the normoxia group (Figure 2b). Consistently, a significant difference in MT% was observed at day 7.

Hyperoxia had a significant impact on lung function (Figure 2c). As expected, compliance and inspiratory capacity were significantly lower in the hyperoxia group. Resistance and elastance were significantly higher in hyperoxia-exposed animals than in those kept in normoxia.

### 3.2 Transcriptomic analysis

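RNA-seq covered 17 lung homogenates of preterm rabbit pups, 3 each from HT3, HT7, NT3, NT5 and NT7 and 2 from HT5. The methods of the paper and the labels deposited with the samples name the right lung as the source of this RNA. Poly(A) RNA was made into stranded libraries and sequenced as paired-end reads, and the authors deposited the raw counts per locus, with no normalization. The paper's text does not name the aligner, the counting program or the genome build. The table listed 13827 genes at 13313 loci, and 434 loci that carry several annotated genes took up 948 of its lines, each gene of a locus having the same counts. With each locus counted once, the samples held between 13123731 and 18111086 counts. The median was 15617874 in HT3 (from 15491976 to 17138343), 15840042 in HT7 (from 14283849 to 17107271), 16520127 in NT3 (from 16145393 to 18111086), 15270534 in NT5 (from 14190322 to 17349754) and 13757462 in NT7 (from 13304717 to 14475361). The 2 HT5 samples held 13123731 and 16026709 counts. The read depth that the paper states is in sequenced reads, whereas the values here use counts on loci. CPM values divide by totals of the tested entries in which a locus with several genes counts once for each, not by the totals with each locus counted once. The 10 loci with the most counts took between 4.24% and 6.48% of a sample. Counts were normalized with edgeR's TMM factors, which lay between 0.958 and 1.05, and the 13142 genes that passed edgeR's filterByExpr were tested in 1 model with the 6 group means. Hyperoxia and normoxia were compared on each day with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and DEGs were defined by the thresholds of the paper (adjusted p-value under 0.01 and log2FC above 2 or below -2). The day 5 comparison had 2 hyperoxia samples and therefore borrowed its spread from the other groups.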

Transcription profiling was performed on the left lung samples from preterm pups exposed to hyperoxia and normoxia. 

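The counts of all 17 samples were transformed with DESeq2's vst, and principal components were computed from the 500 genes with the largest variance. PC1 held 68.25% of their variance and PC2 8.11%. The PC1 scores were 16.4 and 29.8 in HT5 and ran from 27.9 to 45.1 in HT7, whereas the 9 normoxia samples lay between -20.4 and -8.73. On days 5 and 7 together, the mean score of the 5 hyperoxia samples exceeded that of the 6 normoxia samples by 47.3 (2-sided exact permutation test, p = 0.00216, the smallest p that the 462 divisions of these samples allow). With all genes in place of the most variable ones, PC1 held 56.2% of the variance and the difference between the means was 80.9, with the same p.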

PCA analysis showed a clear separation between normoxia and hyperoxia samples, especially at HT5 and HT7, which appear separated along PC1 (Figure 3, black circle). Instead, HT3 samples (red circle) appeared clustered with normoxia samples (green circle), although they started to separate from the central cluster.

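On the PC1 axis of the 500 most variable genes, HT3 samples scored -9.71, -8.27 and -1.12, a mean of -6.37 ± 4.60 (SD, n = 3), and NT3 samples scored -17.8 ± 1.49 (SD, n = 3). Every HT3 sample lay above every NT3 sample, with a difference between the means of 11.5 (2-sided exact permutation test, p = 0.1). With 3 samples against 3, this permutation test gives no smaller p, so it cannot reach 0.05. Against all 9 normoxia samples, whose highest score was -8.73, 1 of the 3 HT3 samples lay within the normoxia range. The difference stayed between 8.82 and 13.4 when each sample was left out in turn.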

**Figure 3:**
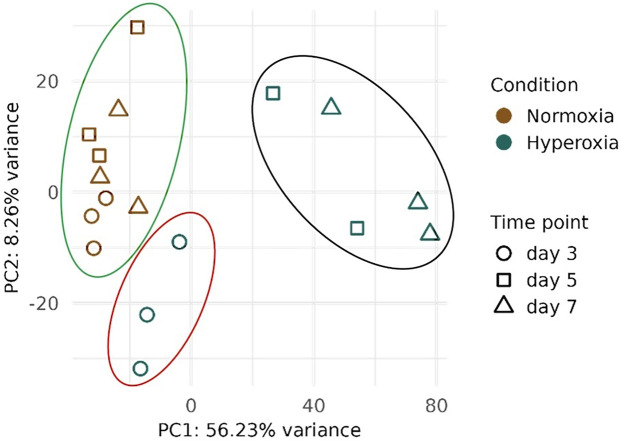
Principal component analysis (PCA) derived from transcriptomic analysis on lung samples collected from preterm pups exposed to either 95% O_2_ hyperoxia (H) and normoxia (N, room air) at three different time points (T): postnatal days 3 (HT3 and NT3), 5 (HT5 and NT5), and 7 (HT7 and NT7). Point shapes and colors indicate the condition (N or H) and the postnatal day the samples were harvested. The green circle underlies the normoxia samples, the red circle represents HT3 samples, and the black circle represents HT5 and HT7 samples.

Accordingly, the DEGs analysis revealed that only a few genes (*n* = 23) were dysregulated on day 3 (5 genes downregulated, and 18 upregulated) (Figure 4, Supplementary File S2). 

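In the counts, 7 of the 13142 genes tested passed both thresholds on day 3, all of them upregulated. They were ANGPT2 (log2FC 2.38, standard error 0.21, adjusted p = 0.000188 from edgeR's quasi-likelihood test), KCNJ2 (2.30, standard error 0.23, adjusted p = 0.000454), CDKN1A (2.54, standard error 0.34), EDA2R (2.04, standard error 0.26), AEN and ISG20 (both 2.05, standard error 0.26) and the chemokine gene CCL7. AEN and ISG20 share a locus and its counts, so the 7 genes stand for 6 loci. The adjusted p-value of CDKN1A, EDA2R and AEN was 0.00177. The copy of Supplementary File S2 used here holds 23 genes for day 3, 286 for day 5 and 671 for day 7, against the 673 genes the paper gives for day 7. All 23 genes of its day 3 list had the direction of the list in these counts. The 16 listed genes that did not pass had log2FC values beyond 2 or -2 and adjusted p-values from 0.0115 (NUPR1) to 0.153 (ATP2A1). Of these, ACTA1, ATP2A1 and MYH8 varied widely between HT3 samples, ACTA1 having 2.37, 135 and 16.9 CPM in HT3 replicates 1, 2 and 3 against at most 3.36 CPM in normoxia. Without HT3 replicate 2, their log2FC values were 2.15, 1.82 and 2.41. Without a minimum on the fold change, 27 genes passed (13 upregulated and 14 downregulated). With the Wald test of DESeq2, the tool of the paper, 17 genes passed (14 upregulated and 3 downregulated). With the replicate number as a block, 2 passed, which were ANGPT2 and EDA2R. Leaving out any NT3 sample also left 2 genes, and leaving out HT3 replicate 1 left 3.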

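On day 5, 208 genes at 196 loci passed the thresholds in the counts, 108 upregulated and 100 downregulated, and on day 7, 603 genes at 584 loci passed, 230 upregulated and 373 downregulated. Of the day 5 DEGs, 165 were also DEGs on day 7, all in the same direction. Among genes with an average of at least 1 log2 CPM whose hyperoxia samples all lay on the same side of the normoxia samples of that day, SLC7A11, a cystine transporter gene, rose most on both days, with log2FC values of 7.79 (standard error 0.77, adjusted p = 3.46e-05 from edgeR's quasi-likelihood test) on day 5 and 9.19 (standard error 0.82, adjusted p = 2.57e-06) on day 7. COCH followed on day 5 with 5.76, and LIF (6.66) and ADAMTS4 (6.02) on day 7. Among the largest decreases by the same rule were those of VIPR1 (-4.39), GLIS1 (-4.20) and KCNA6 (-3.82) on day 5, and of CD300LG (-5.30) and KCNH6 (-5.03) on day 7. Of the 285 tested genes in the paper's list for day 5, all had the direction of the list and 197 passed here. On day 5, a fit of the 5 samples of that day alone gave 11 DEGs in edgeR, while DESeq2 gave 239 on these samples (a setting added after seeing the data) and 270 with all samples. Without a minimum on the fold change, 2126 genes passed on day 5. The day 7 count ran from 470 to 818 when each sample was left out in turn, the highest being without HT7 replicate 2.

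**Figure D1:**
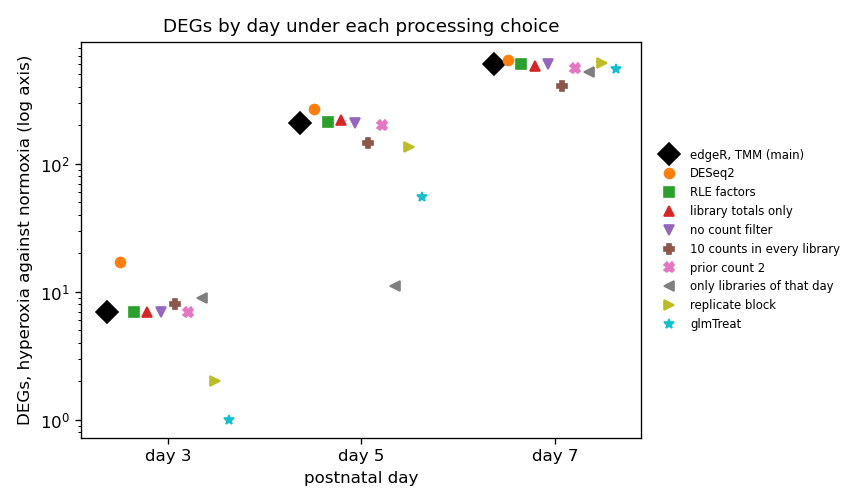
Number of DEGs between hyperoxia and normoxia (log axis) on postnatal days 3, 5 and 7, each symbol standing for 1 processing choice and the black diamond for edgeR with TMM factors. Day 7 lies between 408 and 649 DEGs under all 10 choices shown, day 5 between 11 and 270, and day 3 between 1 and 17.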

On day 5, the number of DEGs started to rise (*n* = 286, 151 genes downregulated, and 135 upregulated), reaching the highest number (*n* = 673, 427 genes downregulated, and 246 upregulated) on day 7 (Figures 4A,B, Supplementary File S2). Figure 4C represents the heatmap of the comparison of the top 100 dysregulated genes between hyperoxia and normoxia on days 3, 5, and 7 (*n* = 23 genes at day 3). 

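Days were also compared within each condition in the same model and with the same thresholds. In normoxia, no gene passed between NT3 and NT5, between NT3 and NT7 or between NT5 and NT7. The number of genes with an unadjusted p-value under 0.05 was 741, 824 and 585 in these comparisons, and 657.1 of the 13142 tested would be so with evenly spread p-values. The other 9 divisions of the same samples gave 168 to 468, 115 to 463 and 142 to 980 such genes, so 741 and 824 lay above all of them and 585 did not. In hyperoxia, 112 genes passed between HT3 and HT5 (50 upregulated and 62 downregulated over time) and 463 between HT3 and HT7 (186 upregulated and 277 downregulated). Between HT5 and HT7 no gene passed, with 2449 at an unadjusted p-value under 0.05. DESeq2's Wald test called 4 genes between NT3 and NT5, 1 between NT3 and NT7 and 26 between HT5 and HT7. Without HT3 replicate 2, the count between HT3 and HT5 was 50, and without HT3 replicate 1 it was 71. Without HT7 replicate 2, 46 genes passed between HT5 and HT7.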

While gene expression profiles do not change appreciably in normoxia samples in the three time points, a gradual up-regulation and downregulation is evident in hyperoxia-treated animals.

**Figure 4:**
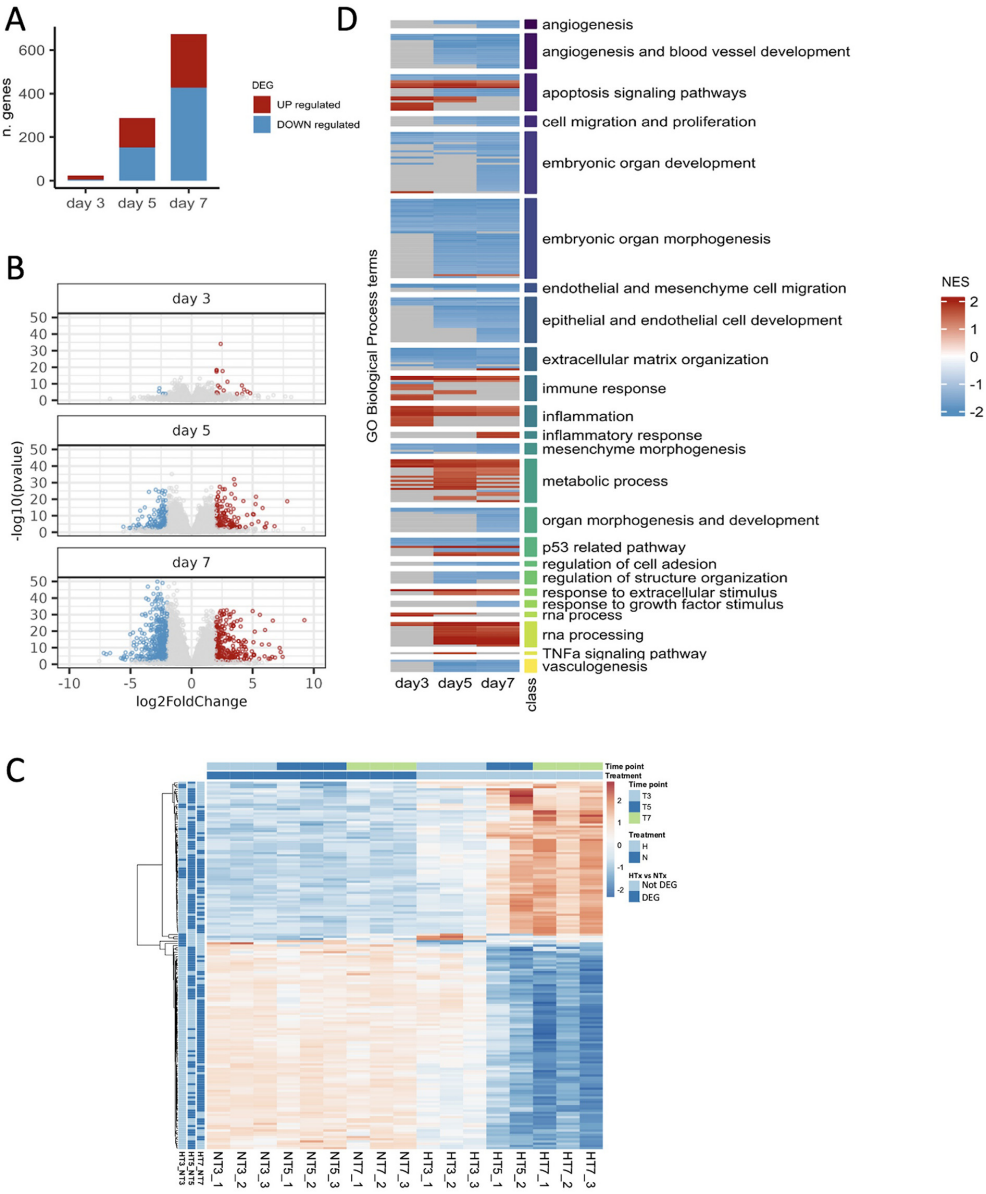
Identification of differentially expressed genes and dysregulated processes. **(A)** Number of differentially expressed genes (BH *p*-value < 0.01 and | log_2_FoldChange | >2) resulting from comparing hyperoxia and normoxia samples on days 3, 5, and 7. **(B)** Volcano showing differentially expressed genes on days 3, 5, and 7. **(C)** Top 100 (*n* = 23 at day 3) differentially expressed genes (DEGs) for each time point (day 3, T3; day 5, T5; and day 7, T7 when comparing preterm samples exposed to hyperoxia (H) vs. normoxia (N). **(D)** Heatmap representing the pathway enrichment analysis using normoxia as a reference: blue represents downregulated pathways, while red represents upregulated ones. The three time points are indicated on the *x*-axis. Rows of the heatmap represent a custom selection of biological processes relevant to the study of BPD and lung development from the Gene Ontology Database, which are significantly enriched (BH adjusted *p*-value < 0.05) according to the gene set enrichment analysis (GSEA) performed at each time point (on ranked input list of genes) when comparing preterm rabbits exposed to hyperoxia vs. normoxia. For clarity, the biological processes are grouped based on the “class” manually curated annotation, as indicated by the vertical-colored track and described by the corresponding label on the right side. Each biological process at each time point is depicted as upregulated (Normalized Enrichment Score: NES > 0, red shades) or downregulated (NES < 0, blue shades).

Pathway enrichment analysis of DEGs revealed the activation of pathways related to apoptosis, immune response, inflammation, RNA processing, and metabolic processes. In contrast, pathways associated with angiogenesis, vasculogenesis, extracellular matrix organization, embryonic and organ development, cell migration and proliferation were inhibited. Most of these pathways were dysregulated on days 5 and 7 (Figure 4D).

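The Gene Ontology sets of the paper's GSEA were not used here. Instead, 13 lists of well-known member genes were written for the classes the paper names and for targets of the transcription factor NRF2, after reading the paper and before the counts were seen. Each list was tested on each day with limma's camera, with Benjamini-Hochberg adjustment over all lists and days. At a preset inter-gene correlation of 0.01, camera compares the moderated t-statistics of the listed genes with those of all other genes. These are fold changes divided by their standard errors, so the direction in camera can differ from the sign of the mean log2FC. For RNA processing, the list of rRNA and tRNA processing genes (71 tested) had mean log2FC values of 0.18 on day 3, 0.85 on day 5 and 1.04 on day 7, with adjusted p-values of 5.88e-06, 9.1e-19 and 9.1e-19 from camera, and 60, 67 and 68 of its genes were higher in hyperoxia. The mRNA splicing list (35 tested) had means of -0.00 on day 3, 0.24 on day 5 and 0.33 on day 7, with adjusted p-values of 0.282, 0.000518 and 0.000159. The rotation test fry, which asks whether the listed genes change by themselves, passed rRNA and tRNA processing on days 5 and 7 but not on day 3 (adjusted p = 0.235), and passed mRNA splicing on days 5 and 7.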

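The cell proliferation list (47 genes tested) had a mean log2FC of -0.65 on day 3 and -1.23 on day 5, with adjusted p-values of 5.3e-08 and 3.11e-08 from camera, and 43 and 45 of its genes were lower in hyperoxia. On day 7 the mean was 0.01 (adjusted p = 0.78), with 24 genes lower and 23 higher. With fry, day 5 passed (adjusted p = 0.0283) and day 3 did not (0.186). Of the 13 lists, this was the one whose level varied most between normoxia samples of the same group. Its level is given as the mean deviation of its log2 CPM from all samples. It lay from 0.97 to 1.17 in NT5, from -0.59 to -0.13 in NT3 and from -0.65 to 0.97 in NT7. In hyperoxia it was at most -0.98 in HT3, 0.43 and -0.78 in HT5, and -0.21 to 0.71 in HT7. Both HT5 samples lay below every NT5 sample, but 1 of them lay above every NT3 sample. Leaving out NT7 replicate 1 turned the day 7 direction to lower (adjusted p = 0.0661 from camera), as did leaving out HT7 replicate 2 (0.392). Leaving out NT7 replicate 3 gave a higher list with an adjusted p-value of 0.0208. Cell migration was not analysed here.

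**Figure D2:**
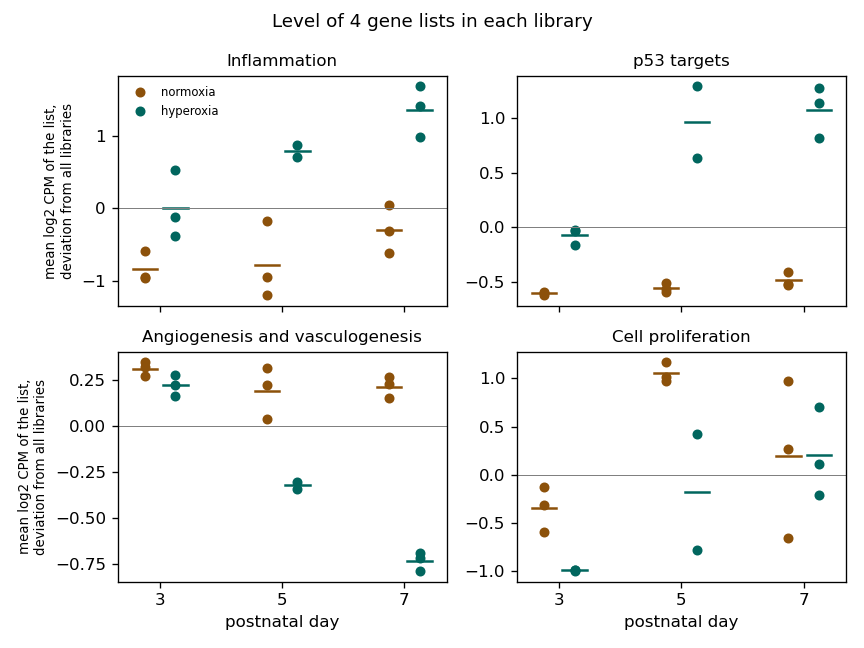
Mean log2 CPM of 4 gene lists in each sample, as the deviation from the mean of all samples, against postnatal day, with points for samples and lines for group means. The angiogenesis list lies between -0.79 and -0.69 in HT7 and between 0.15 and 0.27 in NT7, while the cell proliferation list of the 2 groups overlaps on day 7.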

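By camera, 10 of the 13 lists passed an adjusted p-value of 0.05 on day 3, 12 on day 5 and 10 on day 7. By fry, 6 passed on day 3 and 11 each on days 5 and 7. With the inter-gene correlation estimated from the data in place of the preset value, 1 list passed on each day, that of amino acid and tRNA synthetase metabolism. The lists that passed both camera and fry on day 3 were inflammation, p53 targets, NRF2 targets, amino acid and tRNA synthetase metabolism, embryonic organ development and extracellular matrix organization.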

The temporal expression patterns of representative genes of the most relevant pathways dysregulated by hyperoxia are shown in Figure 5. Figure 5A shows representative genes that are significantly dysregulated in the temporal analysis and display different trajectories. The expression of key genes for the extracellular matrix organization and angiogenesis (MMP11, COL23A1, ACE, FGF1, and VEGFD) declined over time in response to hyperoxia, while genes representative of apoptosis, RNA processing, and inflammation pathways (SERPINE1, MDM2, RPP25, PTGS2, and EDA2R) were significantly upregulated by hyperoxia. 

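The linear model of the paper was fitted to the vst values of all 17 samples, and the p-value of the interaction of day and condition came from 100000 permutations of the residuals, with adjustment over the 13 genes. The difference between hyperoxia and normoxia fell by 0.85 vst units per day for ACE (standard error 0.157, R2 0.9155), by 0.67 for COL23A1 (standard error 0.127), by 0.48 for MMP11 (standard error 0.161), by 0.47 for FGF1 (standard error 0.0811) and by 0.41 for VEGFD (standard error 0.123). It rose by 1.13 per day for PTGS2 (standard error 0.249), by 0.67 for EDA2R (standard error 0.171), by 0.47 for MDM2 (standard error 0.138) and by 0.21 for RPP25 (standard error 0.0652). For the 10 of the 13 genes under 0.05, the permutation p-values adjusted over the 13 genes lay between 0.0011 (ACE and FGF1) and 0.0151 (MMP11), and the R2 between 0.759 (RPP25) and 0.931 (EDA2R). In each of the 17 fits that left out 1 sample, the same 10 genes had an adjusted p-value under 0.05. A test of the same trend in the counts with edgeR, adjusted over all genes tested, put 9 of the 13 genes under 0.05 and 5 under 0.01, RPP25 being at 0.0566. When adjusted over the list alone, 10 were under 0.05 and 9 under 0.01. The study chose this list on the same samples, so the counts adjusted over the list alone are not independent evidence. The same holds for the permutation p-values and for the fits that left out 1 sample.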

Figure 5B shows the temporal expression patterns of representative inflammatory genes (CCL2, CCL7, and IL1R2). 

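For CCL2, CCL7 and IL1R2, the interaction of day and condition in the linear model on vst values was 0.44 per day (standard error 0.379), 0.30 (standard error 0.196) and 0.08 (standard error 0.21), with permutation p-values of 0.257, 0.154 and 0.709. Their R2 values were 0.783, 0.923 and 0.801. Without HT7 replicate 1, the IL1R2 interaction was -0.04 per day. The mean vst value of each gene was higher in hyperoxia on all 3 days. On day 5, the log2FC was 5.47 for CCL2 (standard error 1.23, adjusted p = 0.00452 from edgeR's quasi-likelihood test), 5.01 for CCL7 (standard error 0.60, adjusted p = 9.32e-05) and 1.76 for IL1R2 (standard error 0.60, adjusted p = 0.0376). On day 7, it was 4.39 for CCL2 (standard error 1.14, adjusted p = 0.00535), 4.39 for CCL7 (standard error 0.56, adjusted p = 2.87e-05) and 2.83 for IL1R2 (standard error 0.57, adjusted p = 0.000926). The CCL2 call depended on single samples, since its adjusted p-value rose to 0.0225 on day 5 without NT5 replicate 2 and to 0.0249 on day 7 without NT7 replicate 2. For IL1R2, day 5 passed the thresholds only without NT5 replicate 1, with a log2FC of 2.70.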

While these genes did not show statistically significant temporal differences, their expression patterns were different between normoxic and hyperoxic conditions.

**Figure 5:**
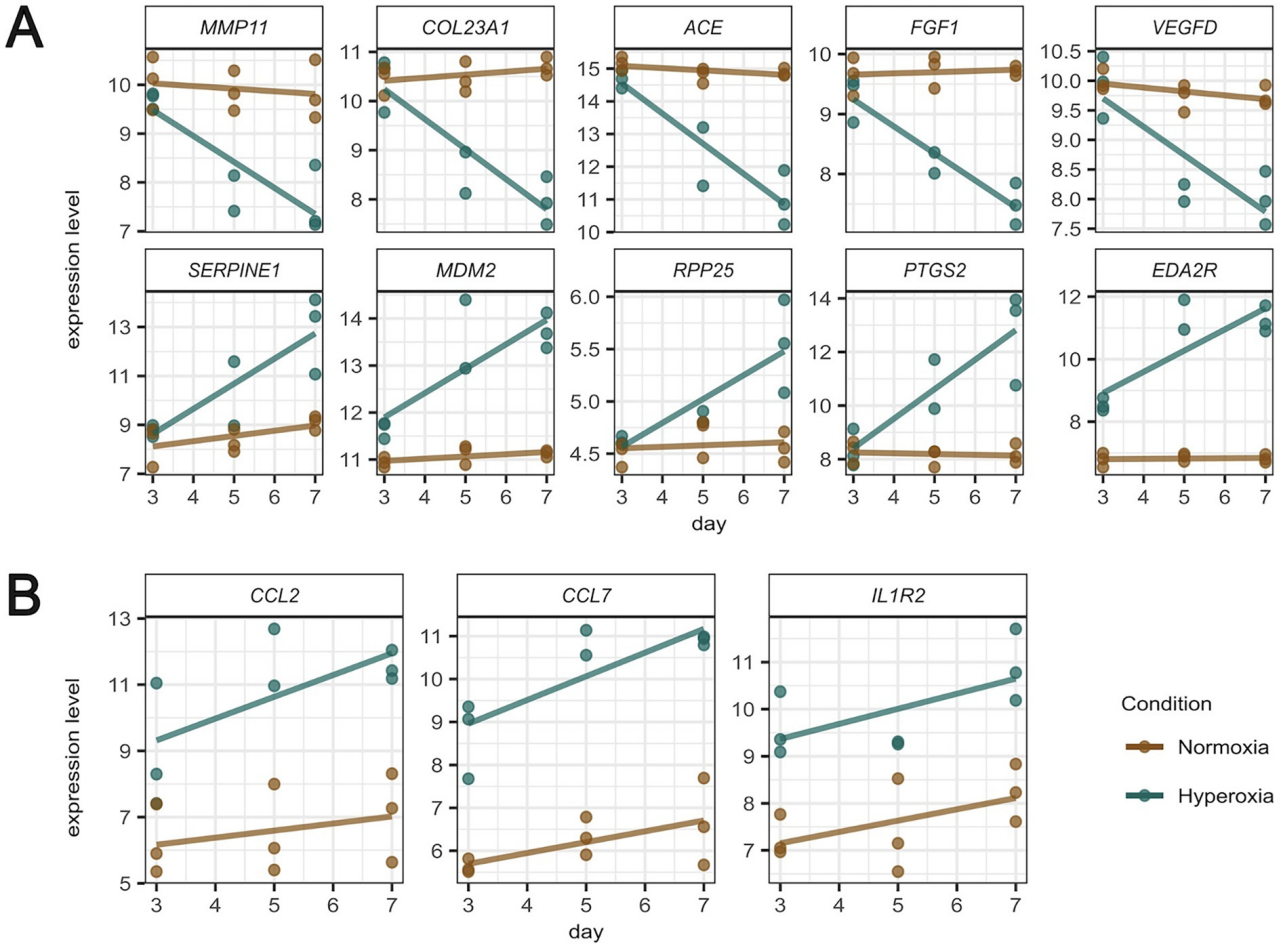
Temporal expression patterns of representative genes of the most relevant pathways dysregulated by hyperoxia (normoxia brown colored, hyperoxia green colored). **(A)** Representative genes that are significantly dysregulated in the temporal analysis, displaying different trajectories of a set of 9 genes of interest. **(B)** temporal expression patterns of inflammatory genes.

## 4 Discussion

We performed a longitudinal transcriptomic analysis at three postnatal time points to investigate the impact of 95% O_2_ hyperoxia in preterm rabbits. Histomorphometry analyses showed that hyperoxia induces inflammation, reduces alveolarization, and increases peripheral arterial medial thickness at day 7. 

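Whether the response to hyperoxia itself differed between days 3 and 7 was tested with edgeR as the contrast of HT7 against NT7 minus that of HT3 against NT3. At the thresholds used for DEGs, 205 genes at 195 loci differed, 71 towards higher and 134 towards lower expression on day 7. With day as a number, 860 genes had an interaction of day and condition with an adjusted p-value under 0.01, of which 274 rose and 586 fell over time in hyperoxia relative to normoxia. With each sample left out in turn, the former count ran from 101 to 410. It was highest without HT7 replicate 2 and lowest without HT7 replicate 3, and it moved by more than 1.5 times in 10 of the 12 fits.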

The transcriptomic analysis revealed an increase in the number of dysregulated genes over time. On day 3, a few but potentially important genes associated with inflammation, such as CCL2, CCL7, and IL1R2, appeared upregulated. 

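On day 3, CCL2 had a mean of 49.5 CPM ± 64.2 (SD, n = 3) in HT3 and 3.76 CPM ± 3.92 (SD, n = 3) in NT3, a log2FC of 3.73 (standard error 1.15, adjusted p = 0.137 from edgeR's quasi-likelihood test). Its counts ran from 150 to 2116 in HT3 and from 18 to 145 in NT3, so every HT3 sample lay above every NT3 sample, but the log2FC was 1.75 without HT3 replicate 3 and 5.01 without NT3 replicate 3. CCL7 had 25.6 CPM ± 13.7 in HT3 and 1.48 CPM ± 0.302 in NT3 (SD, n = 3 each), with a log2FC of 4.12 (standard error 0.60, adjusted p = 0.00353). It passed the threshold in 1 of the 6 fits that left out a sample, that without HT3 replicate 2, and its adjusted p-value was 0.0288 with the replicate block. IL1R2 had 47.6 CPM ± 24.4 in HT3 and 7.70 CPM ± 3.00 in NT3 (SD, n = 3 each), with a log2FC of 2.63 (standard error 0.58, adjusted p = 0.0429). DESeq2's Wald test gave CCL2 an adjusted p-value of 0.0401 and IL1R2 one of 0.00171. The table places CCL2 (ENSOCUG00000021710) on chromosome 19 from 23720218 to 23722039 and CCL7 (ENSOCUG00000034927) next to it from 23731287 to 23733738, both on the forward strand. These related chemokine genes are counted as separate loci, and how reads common to them were assigned is not stated. IL1R2 (ENSOCUG00000016746), the decoy receptor of interleukin 1, lies on chromosome 2 from 90431206 to 90467153.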

The number of dysregulated genes subsequently increased through days 5 and 7. Pathways enriched by these genes included inflammation, angiogenesis, extracellular matrix organization, and embryonic organ development. All these processes play a relevant role in the BPD pathogenesis.

We found that the hyperoxia and normoxia groups started to diverge from day 5 regarding RAC, ALI, and MT%, reaching statistical significance in histomorphometry outcomes at day 7. These observations agree with the results reported by Jimenéz et al. (22) in the same model, who found extensive and homogeneous lung damage with interstitial and alveolar edema starting on postnatal day 5. As expected, hyperoxia exposure was associated with significantly lower compliance and inspiratory capacity and higher resistance and elastance. These changes can be attributed not only to structural lung injury caused by prolonged hyperoxia but also to the disruption of surfactant function and metabolism induced by high oxygen levels (35). These observations, and that of others, confirm that the severe BPD-like phenotype becomes apparent in terms of lung function and histology after 7 days of hyperoxia (19, 36).

The number of DEGs markedly increased through days 5 and 7. The heatmaps show a different gene expression pattern between hyperoxic and normoxic samples. 

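The inflammation list (47 genes tested) had mean log2FC values of 0.84, 1.56 and 1.66 on days 3, 5 and 7, and 41, 46 and 42 of its genes were higher in hyperoxia. The adjusted p-values from camera were 3.21e-09, 1.65e-08 and 6.84e-07, and all 3 days passed with fry (0.0282, 0.00163 and 0.000585). The list of interferon and innate immune response genes (34 genes at 33 loci tested) went both ways, with means of -0.13 on day 3, 0.57 on day 5 and -0.16 on day 7. It passed on day 5 only (adjusted p = 0.0231 from camera), and not with fry (0.161) or without NT5 replicate 3 (0.0557). On day 3 it was lower at 0.000617 without HT3 replicate 3, and its direction changed without HT3 replicate 2 on day 3 and without NT7 replicate 1 or HT7 replicate 1 on day 7.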

The pathway enrichment analysis revealed that hyperoxia increased the expression of several pro-inflammatory pathways, such as inflammation, inflammatory response, immune response, and response to extracellular stimulus. Notably, inflammation is a key feature in the pathogenesis of BPD since the dysregulation of inflammatory processes alters the alveolarization and vascular development in the immature lungs of preterm infants (33, 34). Our findings comply with the study by Salaets et al. (30), who found inflammation to be one of the main dysregulated pathways in preterm rabbits after a 7-day hyperoxia exposure. Notably, the gene expression pattern of the inflammatory gene PTGS2 reflects the trend of the pathway. 

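PTGS2 (ENSOCUG00000016771), which the table places on chromosome 16 from 83706643 to 83713353 on the forward strand, encodes cyclooxygenase 2. On day 3 its means were 19.1 CPM ± 10.8 in HT3 and 17.4 CPM ± 5.09 in NT3 (SD, n = 3 each), with a log2FC of 0.14 (standard error 0.63, adjusted p = 0.947 from edgeR's quasi-likelihood test). The day 3 direction changed sign without NT3 replicate 1 (log2FC -0.08) and without HT3 replicate 3 (-0.42). On day 5 the means were 124.8 CPM ± 99.1 (SD, n = 2) and 14.7 CPM ± 3.56 (SD, n = 3), with a log2FC of 3.08 (standard error 0.70, adjusted p = 0.00478). The adjusted p-value of day 5 lay above 0.01, at most 0.0225, in each of the 3 fits that left out an NT5 sample. On day 7 they were 576.6 CPM ± 426.5 and 15.9 CPM ± 4.45 (SD, n = 3 each), with a log2FC of 5.18 (standard error 0.73, adjusted p = 6.12e-05), and the log2FC stayed between 4.66 and 5.68 with each day 7 sample left out in turn.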

PTGS2 was progressively upregulated by hyperoxia from day 3 to day 7. In this regard, the expression of PTGS2, also known as COX2, has been shown to increase in hyperoxia-exposed animals, while its inhibition reduces inflammation and improves alveolarization (37, 38). Several therapeutic strategies targeting inflammation are currently under clinical development to reduce BPD (39), including anakinra (IL-1 receptor antagonist) (40) and the recombinant human surfactant protein D, an anti-inflammatory collecting protein (41).

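Metabolism was covered by lists for amino acid metabolism, which includes the tRNA synthetases (38 genes tested), and for glycolysis (18 tested). The amino acid list had mean log2FC values of 0.60 on day 3, 1.10 on day 5 and 1.29 on day 7, with adjusted p-values of 1.12e-11, 3.19e-10 and 2.99e-10 from camera, and 33, 32 and 34 of its genes were higher in hyperoxia. With an estimated inter-gene correlation its adjusted p-value was 0.0425 on each day. The glycolysis list had means of 0.27, 0.45 and 0.72 on days 3, 5 and 7, with adjusted p-values of 0.0247, 0.0361 and 0.0022. With fry it passed on day 7 (0.00942) but not on days 3 (0.325) and 5 (0.149), and camera did not pass it on day 3 without NT3 replicate 2 (0.0829) or HT3 replicate 3 (0.0713) or on day 5 without NT5 replicate 2 (0.121). Fatty acid metabolism was not analysed here.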

Metabolic-related pathways were also upregulated in hyperoxia-exposed preterm rabbit pups. In line with this observation, *in vivo* (42, 43) and *in vitro* (44, 45) studies have previously reported higher glucose utilization induced by hyperoxia. Moreover, amino acid and fatty acid metabolite profiles change in infants with BPD (46, 47). 

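Genes of the apoptosis machinery (32 tested) had mean log2FC values of 0.07, 0.24 and 0.21 on days 3, 5 and 7, with 21, 19 and 20 of them higher in hyperoxia. The list did not pass on any day by camera (adjusted p = 0.147, 0.0729 and 0.206), except on day 5 when NT5 replicate 1 was left out (0.0439), and passed on days 5 and 7 by fry (0.00406 and 0.0052). The list of p53 targets (35 tested) had means of 0.53, 1.51 and 1.56, with 32, 28 and 30 genes higher in hyperoxia and adjusted p-values of 6.95e-10, 1.12e-11 and 2.82e-09 from camera. It passed with fry on all 3 days (0.00562, 7.93e-06 and 4.09e-06).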

Hyperoxia also upregulated apoptosis processes. Such processes play an important role in lung development and may contribute to BPD onset (48, 49). Indeed, in a premature model of baboons with BPD, Das et al. (50) showed that p53 and p21 expression were increased, underlying the presence of an apoptosis phenotype in the lung tissues. In the present study, SERPINE1 and MDM2 were two of the most upregulated genes linked to apoptotic processes. 

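MDM2 has 2 loci in the table, of which the one with more counts (ENSOCUG00000010899, on chromosome 4 from 47739150 to 47811715) is given here. Its means were 816.9 CPM ± 213.2 in HT7 and 130.5 CPM ± 5.82 in NT7 (SD, n = 3 each). Its log2FC was 0.72 on day 3 (standard error 0.27, adjusted p = 0.207 from edgeR's quasi-likelihood test), 2.71 on day 5 (standard error 0.30, adjusted p = 6.23e-05) and 2.65 on day 7 (standard error 0.28, adjusted p = 7e-06). CDKN1A, which encodes p21, had log2FC values of 5.39 on day 5 and 5.51 on day 7 (standard errors 0.39 and 0.38), and EDA2R had 4.99 and 4.84 (standard errors 0.29 and 0.28).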

Serpine 1, also known as plasminogen activator inhibitor 1 (PAI-1), can lead to alveolar type II senescence by activating p53-p21 in pulmonary fibrosis (51), while MDM2, the direct ligand of p53, seems to be phosphorylated in BPD, increasing its stability and thereby promoting apoptosis (52). RPP25 is related to RNA processing and was predominantly upregulated on days 5 and 7, complying with Karim et al. (53), who demonstrated that alterations in mitochondrial and ribosomal structures during RNA formation can lead to can lead to an accumulation of dysfunctional mitochondrial and ribosomal subunits, potentially contributing to pulmonary abnormalities. These findings could plausibly explain the upregulation of RPP25 in preterm rabbits (53).

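RPP25 (ENSOCUG00000000533) had few counts in every sample, from 2 to 4 in NT3, 3 to 6 in NT5 and 2 to 5 in NT7, and from 4 to 5 in HT3, 7 in both HT5 samples and 11 to 38 in HT7. Its log2FC was 0.45 on day 3 (standard error 0.59, adjusted p = 0.772 from edgeR's quasi-likelihood test), 0.52 on day 5 (standard error 0.59, adjusted p = 0.526) and 2.64 on day 7 (standard error 0.52, adjusted p = 0.000776). The day 7 value stayed between 2.16 and 2.99 with each day 7 sample left out in turn.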

Several pathways of paramount relevance in BPD were downregulated by hyperoxia, including angiogenesis, vasculogenesis, embryonic and organ morphogenesis pathways, and cell development and proliferation. 

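The list of angiogenesis and vasculogenesis genes (47 tested) had a mean log2FC of -0.09 on day 3, -0.52 on day 5 and -0.95 on day 7, and 30, 35 and 36 of its genes were lower in hyperoxia. The adjusted p-values from camera were 0.019, 6.81e-06 and 2.33e-08. On day 3 the list did not pass with fry (adjusted p = 0.0952) or without NT3 replicate 3 (0.0517) or HT3 replicate 1 (0.071), and one of its genes, ANGPT2, was upregulated on that day. With fry, days 5 and 7 passed at 1.9e-05 and 1.48e-07. With an estimated inter-gene correlation, the 3 days had adjusted p-values of 0.297, 0.118 and 0.0717.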

Angiogenesis and vasculogenesis were significantly downregulated on days 5 and 7, while they were not dysregulated on day 3. The downregulation of these pathways at a later stage suggests an arrest of lung development in response to the earlier upregulation of the inflammatory pathways. In line with the molecular findings, the ALI score gradually increased from day 3 to day 7, and differences in the arterial MT% and alveolarization (i.e., RAC) were only significant at day 7, without significance at earlier time points. These observations align with previous studies showing reduced capillary cells and anomalies in the expression of angiogenic factors in hyperoxia-exposed animals (36, 54, 55). Revhaug et al. (56) showed that more than 100 vascular-related genes were dysregulated in a mouse model of BPD. 

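ACE (ENSOCUG00000001555, on chromosome 19 from 48352084 to 48370630), which encodes the angiotensin-converting enzyme, fell from a mean of 1783 CPM ± 141.9 in NT7 to 133.3 CPM ± 80.3 in HT7 (SD, n = 3 each). Its log2FC was -0.47 on day 3 (standard error 0.40, adjusted p = 0.618 from edgeR's quasi-likelihood test), -2.26 on day 5 (standard error 0.48, adjusted p = 0.00335) and -3.74 on day 7 (standard error 0.44, adjusted p = 1.58e-05). The day 5 value did not pass without NT5 replicate 3 (adjusted p = 0.0106). FGF1 (ENSOCUG00000013987, on chromosome 3 from 24578886 to 24596987) had 48.1 CPM ± 2.59 in NT7 and 9.24 CPM ± 2.63 in HT7 (SD, n = 3 each). Its log2FC was -0.35 on day 3, -1.66 on day 5 and -2.38 on day 7 (standard errors 0.23, 0.28 and 0.25), with adjusted p-values of 0.491, 0.000726 and 5.79e-06. VEGFD (ENSOCUG00000017764, on chromosome X from 1211431 to 1243195) shares its locus and counts with PIR, so its values cannot be assigned to one of these genes. The locus had 48.8 CPM ± 6.25 in NT7 and 13.99 CPM ± 4.955 in HT7 (SD, n = 3 each) and log2FC values of -0.03, -1.74 and -1.80 on days 3, 5 and 7 (standard errors 0.25, 0.31 and 0.27), with adjusted p-values of 0.971, 0.00105 and 9.12e-05. Its day 3 value was 0.08 without NT3 replicate 3 and 0.20 without HT3 replicate 3, and its day 7 value passed -2 without HT7 replicate 2 (-2.10).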

In our study, ACE, FGF1, and VEGFD were three of the most downregulated genes associated with these pathways in hyperoxic rabbit pups. Exposure to high oxygen levels reduces the expression of ACE in models of acute lung injury and acute respiratory distress syndrome (57). FGF1 plays a protective role against hyperoxia-induced lung injury, and therefore, a reduction in FGF1 expression due to hyperoxia may contribute to the BPD pathophysiology. Moreover, VEGFD belongs to the VEGF signaling system and is fundamental to angiogenesis and, consequently, to lung alveolarization. Angiogenesis and vasculogenesis play a crucial role in lung development due to their link with the alveolarization process (58–60), which occurs mainly in postnatal life and is disrupted in preterm BPD babies (13, 61–63).

Our analysis also demonstrates that the expression of genes involved in organ and tissue development is also affected by hyperoxia. 

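The extracellular matrix list (65 genes tested) had mean log2FC values of -0.31, -0.65 and -0.71 on days 3, 5 and 7, and 59, 50 and 51 of its genes were lower in hyperoxia. The adjusted p-values from camera were 4.78e-09, 5.3e-08 and 3.18e-06. The list of embryonic organ development genes (54 genes at 50 loci tested) had means of -0.33, -0.59 and -0.83, with 42, 43 and 46 loci lower and adjusted p-values of 8.64e-08, 7.82e-07 and 2.33e-08. With fry, both lists passed on day 3 as well, at 0.00856 for extracellular matrix and 0.00645 for embryonic organ development. With an estimated inter-gene correlation, neither list passed on any day. Mesenchyme morphogenesis had no list of its own.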

Cell development and proliferation, mesenchyme morphogenesis, extracellular matrix organization, and embryonic organ development pathways were significantly downregulated in the lungs of hyperoxic animals at days 5 and 7. MMP11 and COL23A1 are the most representative genes linked to these pathways. 

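MMP11 (ENSOCUG00000024308), on an unplaced scaffold, had a mean of 10.5 CPM ± 6.3 in HT7 and 56.0 CPM ± 25.3 in NT7 (SD, n = 3 each). Its log2FC was -0.43 on day 3 (standard error 0.40, adjusted p = 0.649 from edgeR's quasi-likelihood test), -2.23 on day 5 (standard error 0.49, adjusted p = 0.00398) and -2.42 on day 7 (standard error 0.42, adjusted p = 0.000336). The day 5 value was -1.98 without NT5 replicate 1 (adjusted p = 0.0111) and the day 7 value -1.99 without NT7 replicate 3.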

MMP11 is a matrix metalloproteinase, a class of proteolytic enzymes regulating airway remodeling in lung diseases (64). MMP11 upregulation is linked with an increased alveolar surface density. COL23A1 is a transmembrane collagen expressed in the lung mesenchyme during development, playing a role in linking intracellular and extracellular structural elements (65, 66). This gene was significantly downregulated by hyperoxia in the present rabbit model. 

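COL23A1 (ENSOCUG00000003217), which the table places on chromosome 3 from 58331607 to 58640306 on the reverse strand, had 13.6 CPM ± 5.2 in HT7 and 96.6 CPM ± 12.5 in NT7 (SD, n = 3 each), a log2FC of -2.83 (standard error 0.33, adjusted p = 1.48e-05 from edgeR's quasi-likelihood test). On day 5 the log2FC was -1.97 (standard error 0.37, adjusted p = 0.00157), short of the fold-change threshold, which it passed without NT5 replicate 1 (-2.01) and without NT5 replicate 2 (-2.10). On day 3 the means were 81.2 CPM ± 27.4 in HT3 and 81.6 CPM ± 16.3 in NT3, with a log2FC of -0.01 (standard error 0.30, adjusted p = 0.994) whose sign changed in 3 of the 6 fits that left out a sample.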

Interestingly, Wang et al. described that a single-nucleotide polymorphism of this gene correlated with the incidence of BPD (67). Additional studies demonstrated that a decrease or functional impairment in resident mesenchymal cells in lung tissue contributes to the development of BPD (68–70). For this reason, mesenchymal stromal cell-based therapies were developed in order to prevent and treat BPD (71).

The present study has some limitations. First, we used a high percentage of oxygen (95%), which is not typically applied in neonatal intensive care units. However, prolonged exposure to lower oxygen concentrations, such as 50%, does not induce a BPD-like phenotype in preterm rabbits. Therefore, we opted for a high degree of hyperoxia, a common approach in rodent models of BPD. We acknowledge that this level of hyperoxia may more closely resemble the “old BPD” phenotype, characterized by severe lung injury and fibrosis, rather than the “new BPD” observed in preterm neonates, which is characterized by impaired alveolarization and abnormal vascular development. Nevertheless, 95% O_2_ hyperoxia in the rabbit model disrupts molecular pathways that are also implicated in the pathophysiology of human BPD, making it a valuable tool for studying disease mechanisms. The sample size is another limitation of the study. Although in transcriptomic studies it is common practice to analyze three independent lung samples per time point (28, 72), we unfortunately missed one of the hyperoxic samples on day 5 due to technical issues. We included the postnatal day 5 timepoint in our study because the two hyperoxia samples appeared clustered together and were distinctly separated from the postnatal day 5 normoxia samples along the PC1. Nevertheless, we acknowledge that the limited sample size provides only directional insights into the gene expression in the premature lung exposed to hyperoxia, which should be validated in future studies with a larger sample size.

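The 2 HT5 samples had PC2 scores of 19.7 and -3.22 in the principal components of the 500 most variable genes. The chi-square of their counts per gene was 76.3, where pairs of replicates within the other groups had values from 15.4 to 84.4. The coefficient of variation between replicates, fitted by edgeR to each group alone, was 0.288 in HT5, 0.257 in HT7, 0.208 in HT3, and 0.148, 0.214 and 0.178 in NT3, NT5 and NT7. In the 3 fits that each left out an NT5 sample, the number of day 5 DEGs ran from 146 to 254.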

## 5 Conclusion

Sustained hyperoxia from birth and through postnatal day 7 produced a time-dependent dysregulation of several lung molecular pathways implicated in the pathophysiology of BPD. Although the impact of continuous hyperoxia on histomorphometry outcomes (ALI, RAC, and MT%) was only evident on day 7, the dysregulation of gene expression was already apparent on postnatal day 3. On day 3, just a few potentially relevant genes associated with inflammation appeared upregulated, highlighting the role of inflammation as the earliest response to oxygen toxicity. The number of dysregulated genes increased through days 5 and 7, reaching >600 dysregulated genes on day 7. Apoptosis and metabolic processes were upregulated at postnatal days 5 and 7, while embryonic organ morphogenesis and development, angiogenesis, epithelial and endothelial cell development, and endothelial and mesenchymal cell migration pathways were downregulated at these later time points. This transcriptomic signature suggests that the BPD-like phenotype observed on day seven in the histological analyses of the lungs of preterm rabbits exposed to hyperoxia arises from the downregulation of key developmental pathways that are preceded by the upregulation of inflammatory genes.

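The difference between the responses of days 3 and 7 was tested for each list with camera. The inflammation list was 0.81 higher on day 7 than on day 3 in mean log2FC (adjusted p = 0.01), but not past 0.05 with fry (0.18). The angiogenesis list was lower on day 7 by fry as well (1.22e-05), as were embryonic organ development (0.00278) and the extracellular matrix (0.0348). With an estimated inter-gene correlation none of the lists passed, the adjusted p-values of these 3 being 0.0511, 0.185 and 0.48. In 26 of 100 regroupings of the samples as many lists passed camera, and in 12 as many passed fry, all 12 with the real division of day 7. On day 3 itself, both inflammation and the last 2 of these lists had passed camera and fry. With an estimated inter-gene correlation, none of these lists passed camera on day 3. The adjusted p-values were 0.1435 for inflammation, 0.1193 for embryonic organ development and 0.1259 for extracellular matrix. From the few DEGs of day 3, among them inflammatory genes, and the larger numbers on days 5 and 7, whose downregulated pathways include angiogenesis and organ development, the paper proposes that inflammation comes before the downregulation of developmental pathways and that the lung phenotype seen on day 7 arises from the latter.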

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE284417.

How the deposited data were processed for this re-analysis (not part of the article)

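RNA-seq counts of 17 lung samples of preterm rabbit pups kept in hyperoxia (95% oxygen, 8 samples) or normoxia (9 samples) until postnatal day 3, 5 or 7 were analysed, with 3 samples per group except for 2 in HT5. The authors sequenced stranded mRNA libraries as paired-end reads, mapped them to the rabbit genome and deposited raw counts per locus without normalization. Aligner, counting program and genome build are not named, so positions are given as the table lists them. The labels of the loci have the form that StringTie writes, joined to Ensembl genes. A locus with several annotated genes appears once for each gene with the same counts, and the copies beyond the first of each locus held between 8.96% and 10.12% of the total of all table entries of a sample, so genes of such a locus cannot be separated. 44 entries carry no gene name.

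Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (13142 tested, 685 not tested), TMM factors were computed, and a quasi-likelihood model with 6 group means was fitted to all 17 samples, so that groups of 2 and 3 share 1 estimate of the spread. Hyperoxia and normoxia were compared on each day, days within each condition, and the effects of days 3 and 7 with each other, and a further model used day as a number. P-values were adjusted by Benjamini-Hochberg over all genes tested. DEGs had an adjusted p-value under 0.01 and a log2FC above 2 or below -2, computed with a prior count of 0.125. CPM were computed with the TMM factors and the totals of all tested entries, in which a locus with several genes counts once for each. Genes with 3 or fewer counts in every sample of a group were treated as at the floor, and their change is given as a lower bound.

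Principal components and the temporal models used the vst values of DESeq2 1.42.0. For 1035 genes of Supplementary File S1 that could be read, these values differ from the file by at most 5e-06. The p-values of principal component scores come from exact permutations, and those of the temporal models from 100000 permutations of residuals with numpy 2.4.6 and scipy 1.17.1. Tables and figures were made with pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.

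Gene lists were tested with camera and fry of limma 3.58.1 at an adjusted p-value of 0.05, with 1 entry per locus. The 13 lists of pathways were inflammation, interferon and innate immune response, p53 targets, apoptosis machinery, amino acid and tRNA synthetase metabolism, glycolysis, rRNA and tRNA processing, mRNA splicing, NRF2 targets, angiogenesis and vasculogenesis, extracellular matrix organization, embryonic organ development and cell proliferation. The 13 lists of marker genes were those of alveolar type 1 cells, alveolar type 2 cells, ciliated cells, endothelial cells, pericytes, smooth muscle cells, fibroblasts, macrophages, neutrophils, lymphocytes, erythroid cells, heart muscle and skeletal muscle. The lists came from general knowledge after reading the paper and Supplementary File S2, and are not Gene Ontology sets. Some of their genes are genes the study picked from these samples for its day 3 list or as genes of interest: 5 in inflammation, 4 in p53 targets, 3 each in NRF2 targets, amino acid metabolism, angiogenesis and skeletal muscle, 2 in extracellular matrix, and 1 each in interferon, rRNA and tRNA processing and heart muscle.

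The genes named are those the paper names, the day 3 list of Supplementary File S2 and, per day, the 3 DEGs with the largest rise and the 3 with the largest fall among those with an average of at least 1 log2 CPM whose hyperoxia samples all lie on one side of the normoxia samples. Some of these genes are not reported here. Tests, thresholds, this rule and the alternatives not described as added were set before the data were examined, and the lists were written before the counts were seen. Added after seeing the data were the thinning of samples to the lowest total, the removal of the trend on gene span, fits with 1 entry per locus, further DESeq2 settings, the alternatives for the trend over days, and leaving out samples in the comparisons over time and in the difference between days 7 and 3. The alternatives covered the test (DESeq2), normalization, count filter, prior count, fold-change minimum, samples in the fit, replicate block, gene list method, transformation and leaving out each sample.

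Whether samples with the same replicate number deviate together was checked with the correlation of their deviations from the group means. It was 0.166, 0.131 and 0.199 on day 3, 0.232 for both pairs of day 5, and 0.174, 0.109 and 0.0695 on day 7. All 3 pairs passed 0.1 on day 3 only, where the block is therefore given beside the results. Neither the paper nor the labels say what the numbers stand for.

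On simulated data with 200 changed genes, edgeR recovered 95.5%, 93.5% and 94.5% of them on days 3, 5 and 7, with 1, 1 and 0 other calls, and the temporal model called 97% of 100 genes with a slope and 5% of 100 without. The changed genes had log2FC values well beyond the DEG threshold, equal in size on each day, and excluded genes with few counts. The simulated genes with a slope all had the same slope and spread. These shares therefore do not say how many genes near the threshold, with few counts or with smaller slopes would be found. The normalization alternatives shifted the median log2FC of all genes by at most 0.0643, for HT5 against HT3 with library totals only. Histology, lung function and the GSEA of the paper were not analysed here.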

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

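The comparison of single endothelial markers with the mean of their list was chosen only after the result was seen. The thinning, the removal of the trend on gene span and the fits without single samples were added after seeing the data.

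The hyperoxia effect differed between days 3 and 7 in a test of the difference itself, with 205 genes past the DEG thresholds and 860 genes past an adjusted p-value of 0.01 in the trend over days (both edgeR). The tables argue against 4 technical explanations as the whole cause: with all samples thinned to the lowest total 203 genes passed, with library totals in place of TMM 190, with the trend of expression on gene span removed 197, and the spread between replicates on day 3 was the smallest of the 3 days (0.176 against 0.237 on day 5 and 0.218 on day 7). Of 100 regroupings of the samples within days, 1, the real one, gave as many genes in the trend, and the next highest gave 264. For the difference between days 7 and 3, 12 of 100 regroupings gave as many, all 12 with the real division of the day 7 samples, and at most 1 gene passed in the others. A regrouping of day 3 that keeps day 7 leaves the whole day 7 effect in the difference and gave 270 genes or more, so this test decides nothing about the grouping of day 3. Without HT7 replicate 2 the count was 410, and without HT7 replicate 3 it was 101. The longer exposure and the age of the pups remain open explanations that the design cannot separate.

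Among the named genes reported here, the log2 effect of day 7 minus that of day 3 passed the same thresholds for LIF (5.77), ADAMTS4 (5.77), PTGS2 (5.04), COCH (3.53), CDKN1A (2.97), EDA2R (2.80), AEN and ISG20 (2.10, 1 locus), KCNJ2 (-2.33), FGF1 (-2.03), COL23A1 (-2.82), KCNA6 (-2.99), ACE (-3.27), KCNH6 (-4.16) and CD300LG (-5.58). KCNJ2 stands apart from the rest, since it was higher in hyperoxia on day 3 and unchanged on day 7 (log2FC -0.03, with 14.1 to 25.0 CPM in HT7 and 16.1 to 21.4 CPM in NT7). No explanation of single genes was tested.

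Of the pathway lists, 8 had effects that differed between days 7 and 3 in both camera and fry: p53 targets (mean log2 difference 1.03), rRNA and tRNA processing (0.85), NRF2 targets (0.75), amino acid metabolism (0.69), mRNA splicing (0.34), extracellular matrix (-0.41), embryonic organ development (-0.50) and angiogenesis (-0.86). In camera 11 lists passed, as many as in 26 of 100 regroupings of the samples, and in fry 8 passed, as many as in 12 regroupings, all 12 with the real division of day 7, which decides nothing for the same reason. Of the 26 for camera, 23 had another division of day 7, so a count of lists in camera does not set the real grouping apart. With an estimated inter-gene correlation, angiogenesis had an adjusted p-value of 0.0511 and amino acid metabolism 0.108, and none of the 13 passed.

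MMP10, a gene the paper does not discuss and that was chosen after its values were seen, had no count in any normoxia sample and 4765, 451 and 6924 counts in HT7. It was at least 1070-fold higher on day 7 and at least 72.8-fold higher on day 5. The day 5 bound rests on 2 HT5 samples that lie apart, with 91 and 398 counts (6.26 and 21.5 CPM). It is 1 of 9 DEGs of day 7 with 3 or fewer counts in every normoxia sample. No technical explanation was tested for it.

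Marker genes of cell types are data the paper does not report on. Endothelial markers (24 tested, 14 of them in another list) had mean log2FC values of -0.36, -1.15 and -1.75 on days 3, 5 and 7, with adjusted p-values of 0.000112, 1.67e-08 and 3.1e-10 from camera. With an estimated inter-gene correlation they were 0.342, 0.17 and 0.17, and none of the marker lists passed on any day. Lower on days 5 and 7 were also markers of alveolar type 1 cells (15 tested, 1 in another list; -0.88 and -1.24) and fibroblasts (21 tested, 16 in another list; -0.74 and -0.95). Lower on day 7 were lymphocytes (17 tested; -1.28), erythroid cells (13 tested; -1.24) and pericytes (11 tested, 2 in another list; -0.96), and lower on day 5 smooth muscle cells (12 tested, 2 in another list; -0.55). Neutrophil markers (17 tested, 3 in another list) were higher on day 3 (1.23, adjusted p = 1.13e-06). The NRF2 targets, for which the paper has no pathway, had means of 0.69, 1.13 and 1.44 on the 3 days, with adjusted p-values of 6.95e-10, 7.82e-07 and 3.05e-07.

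A lower share of endothelial cells may lie behind the lower angiogenesis list of days 5 and 7, since the endothelial mean of -1.75 on day 7 goes with it. The 34 angiogenesis genes outside the endothelial list had a mean of -0.715 on day 7, and 25 of them were lower. Of the 22 abundant endothelial markers, 6 lay more than 2 standard errors above the mean of the list. They were PECAM1 (-0.05), S1PR1 (0.29), VWF (0.29), APLN (-0.26), EMCN (-0.92) and ROBO4 (-1.28). Their values argue against an equal loss of endothelial cells of every kind as the whole cause. They do so only if other cells add little to these markers, which was not tested. A loss of some endothelial cells and a lower expression within cells cannot be told apart in homogenates of whole tissue.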

How the results depend on the processing

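Alternatives described as added were chosen only after the data were seen. The cause of each change below was not tested, except where fewer samples or a stricter threshold account for it by construction.

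Counts of DEGs stayed within 1.5 times their reported values under the size factors of DESeq2 in edgeR, library totals only, no count filter and a prior count of 2. In all, 109 of 138 counts did so without leaving out samples, counts of gene lists included. Among them are comparisons of normoxia days and of HT7 against HT5 with 0 genes under both settings, which say little about stability. With DESeq2, 17 genes passed on day 3, 4 between NT3 and NT5, 1 between NT3 and NT7 and 26 between HT5 and HT7. With the added DESeq2 settings, day 3 gave 21 on the samples of that day alone, 18 with an alpha of 0.01, and 17 each without independent filtering, without the Cook cutoff and with 1 entry per locus. Without a fold-change minimum, the counts were 27, 2126 and 4413 on days 3, 5 and 7, 1156 between HT3 and HT5, 3869 between HT3 and HT7, 1 between HT5 and HT7, and 955 for the difference between days 7 and 3. With glmTreat, a stricter test against a log2FC of 1, they were 1 on day 3, 55 on day 5, 5 between HT3 and HT5, 274 between HT3 and HT7, and 18 for the difference. With at least 10 counts in every sample, 301 passed between HT3 and HT7. With the samples of day 5 alone, 11 passed.

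With the replicate number as a block, 2 genes passed on day 3, 135 on day 5 and 613 on day 7. On days 5 and 7 the samples share only a number. The block also moved the interferon list of day 5 to an adjusted p-value of 0.0618 and turned the direction of the heart muscle list on day 5 (0.832) and of the skeletal muscle list on day 7 (0.914). Of the named genes, CCL7, KCNJ2, CDKN1A, AEN and ISG20 no longer passed on day 3, nor CCL2, PTGS2, ACE, MMP11 and VIPR1 on day 5. Markers of alveolar type 2 cells and macrophages passed on day 3 and lymphocytes on day 5 (0.0175), and it changed no other call of a list or a named gene.

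With the inter-gene correlation estimated from the data, 1 list passed on each day, that of amino acid metabolism. The adjusted p-values on days 3, 5 and 7 were 0.118, 0.136 and 0.133 for NRF2 targets, 0.297, 0.118 and 0.0717 for angiogenesis, 0.119, 0.126 and 0.118 for embryonic organ development, 0.126, 0.136 and 0.177 for extracellular matrix, 0.485, 0.507 and 0.361 for glycolysis, 0.143, 0.148 and 0.205 for inflammation, 0.119, 0.118 and 0.126 for p53 targets, and 0.406, 0.143 and 0.143 for rRNA and tRNA processing. They were 0.361 for cell proliferation on days 3 and 5, 0.566 for interferon on day 5, and 0.297 and 0.268 for mRNA splicing on days 5 and 7. With fry, 6 lists passed on day 3. Not past the threshold were angiogenesis (0.0952), cell proliferation (0.186), glycolysis (0.325) and rRNA and tRNA processing (0.235) on day 3, and glycolysis (0.149) and interferon (0.161) on day 5, whereas apoptosis machinery passed on days 5 (0.00406) and 7 (0.0052). With the size factors of DESeq2, the skeletal muscle list of day 7 changed direction (0.987). With the trend on gene span removed, an added setting, so did COL23A1 on day 3 (log2FC 0.033).

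Over the fits that each left out 1 sample, the counts ran from 2 to 7 on day 3, from 50 to 131 between HT3 and HT5, from 0 to 46 between HT5 and HT7 and from 101 to 410 for the difference between days 7 and 3. Leaving out an HT5 sample leaves 1, so no calls were made there. Log2FC on day 3 ran from -0.42 to 0.40 for PTGS2, from -0.20 to 0.25 for COL23A1 and from -0.31 to 0.20 for VEGFD, and the IL1R2 slope from -0.0445 to 0.198. Adjusted p-values of pathway lists ran from 0.00431 to 0.071 for angiogenesis on day 3, from 0.0439 to 0.109 for apoptosis machinery on day 5, from 0.0208 to 0.692 for cell proliferation on day 7, from 0.0108 to 0.0829 and from 0.00432 to 0.121 for glycolysis on days 3 and 5, and from 0.000617 to 0.27, from 0.00432 to 0.0557 and from 0.139 to 0.956 for interferon on days 3, 5 and 7. Those of marker lists whose direction changed ran from 0.216 to 0.934 for alveolar type 1 cells, from 0.117 to 0.934 for erythroid cells and from 0.0534 to 0.887 for heart muscle on day 3, and from 0.269 to 0.992 for alveolar type 2 cells and from 0.934 to 0.991 for skeletal muscle on day 7.

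The difference in PC1 scores on days 5 and 7 kept its direction and its side of the threshold with all genes and with log2 CPM. It also did so with each of the 17 samples left out. The difference of day 3 kept its direction, while its exact permutation p-value cannot fall under 0.1 with these few samples. Direction and side were kept by 39 slopes without leaving out samples and 220 with, the exception being IL1R2. Of the results for named genes, 896 kept direction and side without leaving out samples, 56 became stronger and 22 weaker. With samples left out, 329 kept both, 34 became weaker and 5 stronger. Of the other marker list results, 24 became weaker and 7 stronger without leaving out samples, and 12 weaker and 7 stronger with.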

Differences from the paper's values

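DESeq2 settings described below as added were chosen only after the values were seen.

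On day 3, 7 DEGs passed here against the paper's 23, with 7 upregulated against the paper's 18 and 0 downregulated against the paper's 5 (2013 genes had an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, DESeq2's Wald test (17 DEGs, 14 upregulated) and no fold-change minimum (27 DEGs, 13 upregulated) fall within 1.5 times the paper's total and upregulated counts. The other alternatives, with 1 to 9 DEGs, do not. None of them reaches the paper's downregulated count within 1.5 times, DESeq2 giving 3 and no fold-change minimum 14. DESeq2 on the samples of day 3 alone, added after seeing the values, gave 21 DEGs, of which 16 were upregulated and 5 downregulated. These are partly other genes than the paper's. Of the downregulated genes in the paper's list, this setting called ACTC1 and CACNA1E but not ERN2, PRR11 and TDRD9. Of the upregulated ones, it did not call ACTA1, ATP2A1, CCL2, CHAC1, FKBP5 and MYH8. DESeq2 with an alpha of 0.01, also added after seeing the values, gave 18, of which 15 were upregulated and 3 downregulated. DESeq2 without independent filtering, without the Cook cutoff and with 1 entry per locus, all added after seeing the values, gave 17 each, the last with 13 upregulated and 4 downregulated.

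On day 5, 100 downregulated DEGs passed here against the paper's 151. Of the alternatives set before the data were examined, DESeq2 (140) and the fit without NT5 replicate 1 (112) fall within 1.5 times the paper's count, and the others do not. Of the settings added after seeing the values, DESeq2 on the samples of day 5 alone (117), with an alpha of 0.01, without independent filtering and without the Cook cutoff (140 each), and with 1 entry per locus (138) do so too.

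The paper lists as DEGs of day 3 the genes CCL2, ATP2A1, MYH8, ERN2 and TDRD9, which no setting run here called, and ACTA1, which was called only by DESeq2 with an alpha of 0.01, a setting added after seeing the values. DESeq2's Wald test, set before the data were examined, called ACTC1, CACNA1E, CHAC1, FKBP5, IL1R2, NQO1, NUPR1, PRR11, SLC7A11 and SRXN1, which were not called here with edgeR. The fit of the day 3 samples alone in edgeR also called CACNA1E, NUPR1 and SRXN1, and the filter of 10 counts in every sample and the fit without HT3 replicate 3 NUPR1.

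The paper has developmental pathways downregulated from day 5. Here the lists for the extracellular matrix and for embryonic organ development were also lower on day 3 (adjusted p = 4.78e-09 and 8.64e-08 from camera), as was angiogenesis by camera (0.019) though not by fry (0.0952). With an estimated inter-gene correlation, none of these lists passed camera on day 3 (0.1259, 0.1193 and 0.2968).

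The paper has RPP25 higher on day 5, where its log2FC was 0.52 here (adjusted p = 0.526 from edgeR). It describes a progressive upregulation of PTGS2 between days 3 and 7. A rise over the days was also seen here, with log2FC values of 3.08 on day 5 and 5.18 on day 7. On day 3 itself PTGS2 was not called higher (log2FC 0.14, adjusted p = 0.947 from edgeR). The paper has cell proliferation lower on day 7, where the mean log2FC of the list was 0.01 (adjusted p = 0.78 from camera). It has apoptosis higher on days 5 and 7, where the list of apoptosis machinery passed fry (0.00406 and 0.0052) but not camera (0.0729 and 0.206).

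The figure of the paper shows about 56% of variance on PC1 in Fig. 3, read by eye. The 500 most variable genes gave 68.25% here and all genes gave 56.23%.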

Other observations

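None of the tests in this part was chosen only after its result was seen.

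The count of 7 DEGs on day 3 was reached by 1 of the 10 divisions of the 6 samples, the real one. The other 9 gave 0 DEGs and between 239 and 640 genes at an unadjusted p-value under 0.05. Of the 4 divisions that part every same-numbered pair, 1 gave as many. On day 7, 1 of 10 divisions gave as many DEGs, and the other 9 gave 0, with between 208 and 2184 genes at an unadjusted p-value under 0.05. The same held for HT7 against HT3 (1 of 10), while each comparison of normoxia days, with 0 DEGs, was equalled by 10 of 10. With 10 divisions, no share under 0.1 is possible.

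For the pathway lists, 3 of 10 divisions of the day 3 samples and 8 of 10 of the day 7 samples passed as many lists in camera as the real ones. In fry, the other divisions passed at most 1 list on day 3 and 0 on day 7, against 6 and 11 for the real ones. A count of lists in camera therefore does not set the real division apart.

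Of the 584 loci of day 7 DEGs, 481 had the same direction on day 3, as did 170 of the 196 loci of day 5. Measured from log2 CPM, the share for day 7 was 82.7%, and 1 of the 10 divisions of the day 3 samples, the real one, reached it, with 78.8% as the next highest. The mean of the NRF2 targets on day 3 was 0.687 in size and was also reached by the real division alone (1 of 10), with 0.313 as the next highest. With 10 divisions, neither test can exclude a grouping by chance. The margin is narrow for the direction and wider for the NRF2 targets. However, 3 of the 31 NRF2 targets tested, NQO1, SRXN1 and SLC7A11, are in the paper's day 3 list, which comes from the real division. Their log2FC values on day 3 were 2.16, 2.93 and 4.21, so the margin of the NRF2 targets is partly built in.

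Skeletal muscle genes lie behind 3 entries in the paper's day 3 list (ACTA1, MYH8 and ATP2A1). In HT3 replicate 2, 17 of 18 tested skeletal muscle genes lay above every normoxia sample, against 2 in HT3 replicate 1 and 9 in HT3 replicate 3, and 15 did in HT5 replicate 1. HT3 replicate 2 reached 135 CPM for ACTA1, 111 for MYH8, 61.4 for NEB, 33.3 for MYH1 and 32.8 for CKM, and MYLPF, which all samples express at 53.9 CPM or more, was not raised. Skeletal muscle tissue in single samples is a candidate source, and expression by the lung cannot be told apart from it with these few samples. The list had a mean log2FC of 1.43 on day 3 (adjusted p = 0.00241 from camera and 0.293 from fry), 1.22 on day 5 (0.124) and -0.13 on day 7 (0.998), and on day 3 an adjusted p-value of 0.341 without HT3 replicate 2.

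Whether ACTC1, lower on day 3 in the paper's list, follows heart muscle tissue was tested with its correlation to the mean of the other heart genes over the 17 samples. The rank correlation was -0.066 (permutation test, p = 0.8), and 5 of the 12 heart genes had a correlation above 0, so the test decides nothing and heart tissue stays open. The heart muscle list (13 tested) had means of 0.10, 0.46 and 0.14 on days 3, 5 and 7 (adjusted p = 0.44, 0.959 and 0.855 from camera). Despite these means, its direction in camera was lower on each day.

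The other results of marker lists, as mean log2FC with the adjusted p-value from camera, were as follows. Alveolar type 2 cells (15 tested) had 0.28 (0.0536), 0.06 (0.585) and -0.27 (0.804) on days 3, 5 and 7, ciliated cells (18 tested) -0.18 (0.0468), -0.27 (0.126) and -0.27 (0.173), and macrophages (17 tested) 0.26 (0.104), 0.71 (0.0658) and 0.46 (0.303). With the replicate block, alveolar type 2 cells (0.00939) and macrophages (0.0317) passed on day 3. Alveolar type 1 cells had -0.05 (0.487) on day 3. Neutrophils had 1.06 (0.02) on day 5 and 0.53 (0.239) on day 7. On days 3 and 5, lymphocytes had -0.54 (0.0323) and -0.56 (0.15), erythroid cells -0.01 (0.716) and -0.48 (0.216), and pericytes -0.29 (0.0475) and -0.40 (0.0858). Fibroblasts had -0.22 (0.0102) on day 3, and smooth muscle cells -0.24 (0.0802) on day 3 and -0.51 (0.0936) on day 7. Of those under 0.05 in camera in this paragraph, none passed fry: ciliated cells (0.296), lymphocytes (0.317), pericytes (0.086) and fibroblasts (0.132) on day 3, and neutrophils on day 5 (0.132). Smooth muscle cells on days 3 (0.0488) and 7 (0.000284) and pericytes on day 5 (0.00408) passed fry but not camera.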
